A study of Potamopyrgus antipodarum with 6 samples. Its data were reported in "Epigenetics and adaptive phenotypic variation between habitats in an asexual snail" (2017).

How the data were processed

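Foot tissue DNA of the New Zealand mud snail, Potamopyrgus antipodarum, an asexual snail that has invaded North America, was examined in pools of 10 individuals. There were 3 pools from Lake Lytle, a lake, and 3 pools from a river site of the Snake River at Ritter Island. The pools keep the numbers of their sample names (lake pools 1, 2 and 3, and river pools 10, 11 and 12). Snails were held at 14 degrees C for several days before dissection. The DNA was sonicated with a 300 bp program and precipitated with an antibody against methylated cytosine (MeDIP), and the precipitated DNA was sequenced. A MeDIP count therefore measures how much DNA of a window was pulled down and sequenced. It depends on the methylation of the window, on its number of CpG sites, on its copy number and on the mapping of its reads, and it is not a methylation level.

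The authors mapped the reads with Bowtie2 to a transcriptome reference of the species, counted reads in 100 bp windows with the MEDIPS package and compared the sites with edgeR. Versions of these tools were not given in the sources used here. The deposited table has 739509 windows along all contigs joined into one sequence, and positions are given below on that joined sequence, counted from 1. For each pool the authors deposited the count of reads per window, not normalised. They also deposited an RPKM value per window, which equals the count times 1 constant per pool. The mean count and the mean RPKM of each site, the edgeR log2 fold change (lake over river), the log2 CPM and the edgeR p-value with its Benjamini-Hochberg adjustment complete the authors' deposited table. All per-sample columns were matched to a pool by name.

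The counts were used for every test. The RPKM constants gave the number of reads behind each pool. Contig names, sequences and CpG counts of the windows were not used here, so that mean CpG content, CpG density of regions, CpG-corrected fits and gene names are not given. The planned test per contig was replaced by a test per covered stretch. A covered stretch is a run of windows parted from the next by 8 or more windows that were empty in all pools. Of 46011 runs of empty windows, 32993 were 8 to 10 windows long, 27 were 5 to 7 windows long and 2107 were 1 to 4 windows long, so that runs of 8 or more were read as the spacers between contigs together with uncovered contigs. This gave 43878 stretches with a median length of 500 bp.

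The main comparison used the edgeR quasi-likelihood F test (two-sided, edgeR 4.0.16 with limma 3.58.1 in R 4.3.3), with TMM scaling, robust dispersions and no covariate, over windows with at least 10 counts summed over the 6 pools. Fold changes are river over lake. P-values were adjusted by the method of Benjamini and Hochberg over all windows tested, and 0.05 was the threshold. Regions were built from windows with an unadjusted p under 1e-05 and extended, as in the study's methods, while a window with p under 0.1 lay within 1000 bp of the edge. Regions that met in this way were joined, and none crossed into another stretch, which are choices made here. The spread between pools of a site was the common biological coefficient of variation of edgeR. Similarity of pools was the Spearman correlation of log2 CPM over tested windows. Comparisons of 1 value per pool used exact two-sided permutation tests, and with 3 pools against 3 the smallest p these allow is 0.1. Intervals are exact binomial (Clopper-Pearson) intervals at 95%, and floors are 3 counts over a group. Both cover counting error only, since reads without molecular identifiers are not independent molecules. CPM values are counts scaled by the TMM-adjusted totals of tested windows.

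Replicates were compared before they were averaged, by a chi-square test of each pair of pools over tested windows with more than 10 counts in the pair. Where the chi-square is given for a range of summed counts, windows were placed by the counts of the other 4 pools, scaled to 6 pools. Every window with a count in the pair entered there, so the windows differ between pairs. To remove the trend with window count from a pair, its expected ratio was set within each of 50 groups of windows ordered by the counts of the other 4 pools, a step chosen after seeing the data. This step took in every window with a count in the pair and enough counts in the other 4 pools. It therefore also added windows of few counts, so a change of the chi-square cannot be credited to the trend alone. Because lake pools 2 and 3 differed by less than counting noise, their mean entered every mean ± SD as 1 sample, so that n is 2 for the lake. The test per window keeps the 6 pools of its design, and the fit with the counts of these pools summed as 1 sample is printed beside it.

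The regions named in the text follow a rule fixed before the data were examined. These are the 2 regions with the lowest p in each direction whose CPM did not overlap between sites in their lowest-p window, the region with the most windows of p under 1e-05 (a tie of 3 regions, of which 1 was already named by its p and no other was added), and the stretch with the lowest p in each direction. Alternatives fixed at the same time covered scaling (DESeq2 size factors or library size only), the test (edgeR exact test as in MEDIPS, or the DESeq2 1.42.0 Wald test), the low-count filter (none, or at least 60 counts), 500 bp windows, the region rules and leaving out each pool. Abundance-trended offsets (a loess per pool with a span of 0.3), occupancy-corrected counts, thinning of the pools to equal depth for the window and stretch tests, the exact test without a filter, leaving out windows with 150 or more counts in any pool, merging lake pools 2 and 3 (or another pair of lake pools), trended offsets without river pool 12 and the removal of the trend from the similarity of pools were chosen after seeing the data.

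The window test was tested on simulated data drawn from the means and depths of these pools, 3 against 3, with 200 of 141291 windows changed by 1.5 on the log2 scale. The quasi-likelihood test recovered 72% of them at an adjusted p under 0.05, and 3.36% of its calls were false. For 36967 stretches it recovered 76.5% with 7.27% false calls, and for 50245 windows of 500 bp it recovered 77% with 4.35% false calls. The changed windows and stretches were drawn only from those with at least 60 summed counts. The simulated counts had no trend with window count, no upper limit per window and no pool that lay apart from its site. Recovery at lower counts, and false calls under these features of the data, were therefore not measured. Region building was tested on made-up windows with known answers. Scripts in Python 3.11.15 used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.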

Results

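Methylated DNA was measured by MeDIP-Seq in foot tissue of snails from a lake and from a river, with 3 pools of 10 individuals per site. The question of the study was whether asexual snails from habitats that differ in water current also differ in DNA methylation. These data hold a single lake and a single river site, so they can show a difference between these sites only. They cannot assign it to habitat or water current. The study also compared other sites, and sites within a habitat, which these data do not include. Total counts over all windows were 4040377, 4435396 and 5013750 in lake pools 1, 2 and 3, and 2721381, 2212650 and 4175301 in river pools 10, 11 and 12. The RPKM constants correspond to 2.69 M, 2.95 M and 3.34 M reads in the lake pools and to 1.81 M, 1.47 M and 2.78 M reads in the river pools. Of the 739509 windows of 100 bp, 218652 (29.6%) had a count in at least 1 pool, and 146394 had the 10 summed counts needed for testing.

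Lake pools 2 and 3 differed by less than the sampling noise of their counts and were counted as 1 sample in means. Their chi-square was 0.805 per window over 111368 windows, where counting noise alone gives 1. It was 1.08 per window for lake pools 1 and 2 and 1.21 for pools 1 and 3. With the trend with window count removed from each pair and windows of few counts added, all 3 lake pairs were under 1. They had 0.796 for pools 2 and 3 (over 137049 windows), 0.974 for pools 1 and 2 and 0.932 for pools 1 and 3. River pools 10 and 11 had 1.22 per window. River pool 12 had 2.28 per window with river pool 10 and 3.57 with river pool 11, against 1.15, 1.71 and 1.65 with lake pools 1, 2 and 3. In windows of 31 to 60 summed counts this was 1.12 and 1.24 with the river pools and 1.15, 1.49 and 1.39 with the lake pools. River pool 12 was thus nearest to river pool 10 there, by a small gap for which no interval was computed. River pool 10 is also shallower than lake pool 1. At equal depth with the trend removed, windows of 31 to 120 counts gave 1.31 with river pool 10 and 1.10 with lake pool 1. In windows of 61 to 120 summed counts the chi-square was 1.32 and 1.53 with the river pools. With the lake pools it was 1.19, 1.75 and 1.58, so that lake pool 1 was nearest. Above 480 summed counts the chi-square was 2.71 and 5.35 with the river pools and 0.924 with lake pool 1.

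No window exceeded 300 counts in any pool, although total counts differed between pools. The share of windows with no count was 75.7% ± 0.558 in the lake (SD, n = 2) and 78.2% ± 2.42 in the river (SD, n = 3). The difference of 2.49 percentage points was slightly larger than the SD of the river pools, with an exact permutation p of 0.3 (the smallest possible is 0.1). With lake pools 2 and 3 kept apart, the difference was 2.62 percentage points (exact permutation p of 0.2), and it fell to 0.999 with the pools thinned to the depth of the shallowest one (exact permutation p of 0.3).

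The counts were distributed differently over windows in the 6 pools. Windows with more than 480 summed counts held 50.7% of the counts of lake pool 1 (95% interval 50.6% to 50.7%), 47.8% of lake pool 2 (47.7% to 47.8%) and 45.7% of lake pool 3 (45.6% to 45.7%). They held 57.9% of the counts of river pool 10 (57.8% to 57.9%), 61.3% of river pool 11 (61.3% to 61.4%) and 49.8% of river pool 12 (49.8% to 49.9%). Over the 6 pools this share fell with total count, with a Pearson r of -0.998 (exact permutation p of 0.00139, the smallest that 6 pools can give) and a Spearman rho of -1 (exact permutation p of 0.00278). This was the only relation across pools that was computed. Without river pools 10 and 11, which lay farthest from the median depth, r was -0.983 over 4 pools (exact permutation p of 0.0417). Within each site the pools kept the same order, but 3 pools are too few for a test.

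**Figure D1:**
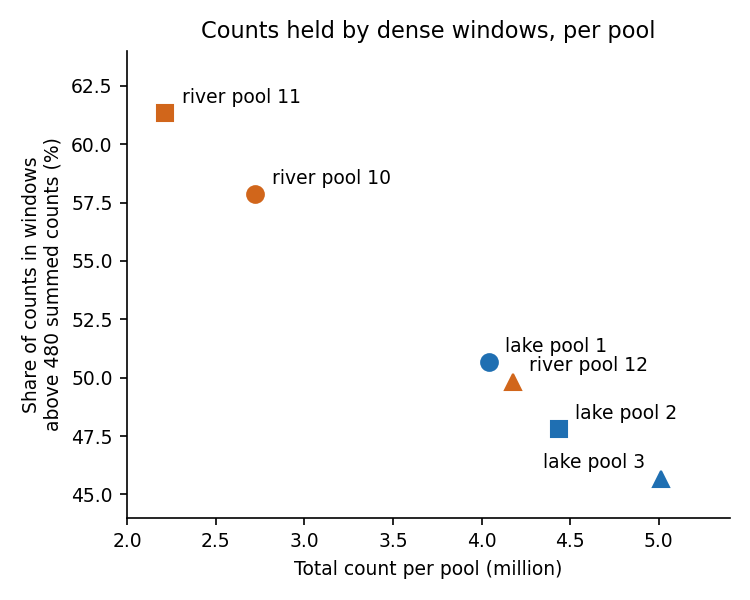
Share of each pool's counts that lay in windows above 480 summed counts (vertical axis, percent) against its total count (horizontal axis, M counts), 1 point per pool, lake pools in blue and river pools in orange. The share falls from 61.3% in river pool 11, the shallowest pool, to 45.7% in lake pool 3, the deepest.

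Fold changes also changed with window count. The median log2 fold change of river over lake was -0.10 over all tested windows. It fell from -0.06 in windows of 10 to 15 summed counts to -0.16 (16 to 30), -0.27 (31 to 60) and -0.33 (61 to 120), and then rose to -0.14 (121 to 240), 0.20 (241 to 480) and 0.41 (above 480). The median moved in the same way between pools of 1 site. From the windows of 61 to 120 counts to those above 480, the median log2 ratio of river pool 12 over river pool 11 changed by -0.99, and that of river pool 12 over river pool 10 by -0.74. Between lake pool 1 and river pool 12, of nearly equal depth, it changed by -0.05. An offset per pool that follows this trend, chosen after seeing the data, brought the medians at 61 to 120 and above 480 counts to -0.06 and -0.01.

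**Figure D2:**
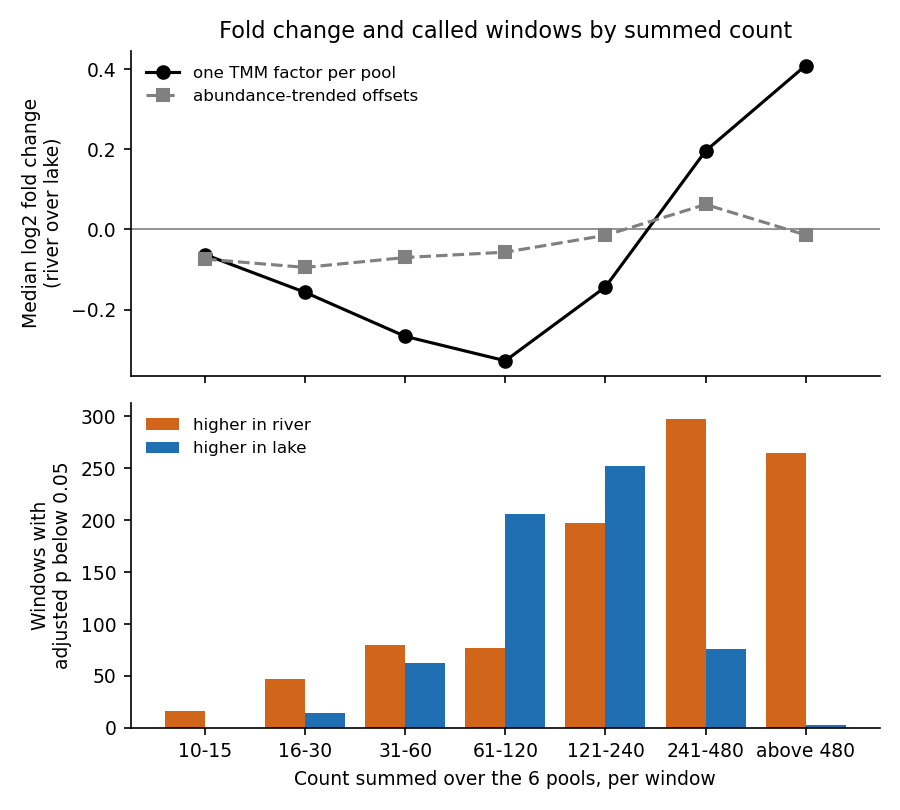
The upper panel plots the median log2 fold change (river over lake) of tested windows against the count summed over the 6 pools, with 1 TMM factor per pool (black) and with abundance-trended offsets (grey). The lower panel plots the number of windows with an adjusted p under 0.05 that were higher in river (orange) or in lake (blue), and shows that 265 of the 268 called windows above 480 counts were higher in river.

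The mean Spearman correlation between pools was 0.922 over the 3 lake pairs, 0.819 over the 3 river pairs and 0.830 over the 9 pairs between sites. By this measure the river pools were on average no more similar to each other than to the lake pools. The mean of 0.870 over the 6 pairs within a site rests on the lake pairs. The difference of 0.0402 was the largest among the 10 splits of the 6 pools, for an exact permutation p of 0.1, the smallest possible. It was 0.0233, 0.00868 and 0.0117 without lake pool 1, 2 or 3 (exact permutation p of 0.2 in each) and 0.0547, 0.0527 and 0.0902 without river pool 10, 11 or 12 (exact permutation p of 0.1 in each). For 5 of the 6 pools the nearest pool came from the same site. River pool 12 was the exception, since its nearest pool was lake pool 3 (0.892), ahead of its correlations with river pool 10 (0.844) and river pool 11 (0.811). By chi-square per window, river pools 10 and 11 were nearer to each other (1.22) than to any lake pool (2.34 to 5.32). River pool 12 went the other way, with 2.28 and 3.57 to these river pools and 1.15 to 1.71 to the lake pools. The coefficient of variation between pools was 5.57% in the lake and 23.0% in the river. It was 9.32% in the river without river pool 12 and 1.00% in the lake without lake pool 1.

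The comparison of lake with river addresses which windows differ in precipitated DNA. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 1593 of 146394 windows at an adjusted p under 0.05, with 980 higher in river and 613 higher in lake. With lake pools 2 and 3 merged into 1 sample, 18 windows were called (17 higher in river), and all 18 were among the 1593. Merging lake pools 1 and 2, or 1 and 3, left 24 and 23, so that the loss was not particular to lake pools 2 and 3. Over all settings the number ran from 6, with a minimum of 60 counts, to 29191 without river pool 12, and it was 7 without river pool 10. The split by direction moved with the scaling. DESeq2 size factors gave 4039 windows higher in river and 1499 higher in lake, and library size alone gave 378 and 636. At an unadjusted p under 1e-05, the threshold of the study, there were 53 windows (44 higher in river and 9 higher in lake), and 18 with lake pools 2 and 3 merged. Scaled counts (CPM) did not overlap between the sites in 25.5% of all tested windows, where chance gives 10% for 3 pools against 3. With lake pools 2 and 3 as 1 sample it was 31.9%, where chance gives 20%. With the trend with window count removed per pool it was 23.7%.

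**Figure D3:**
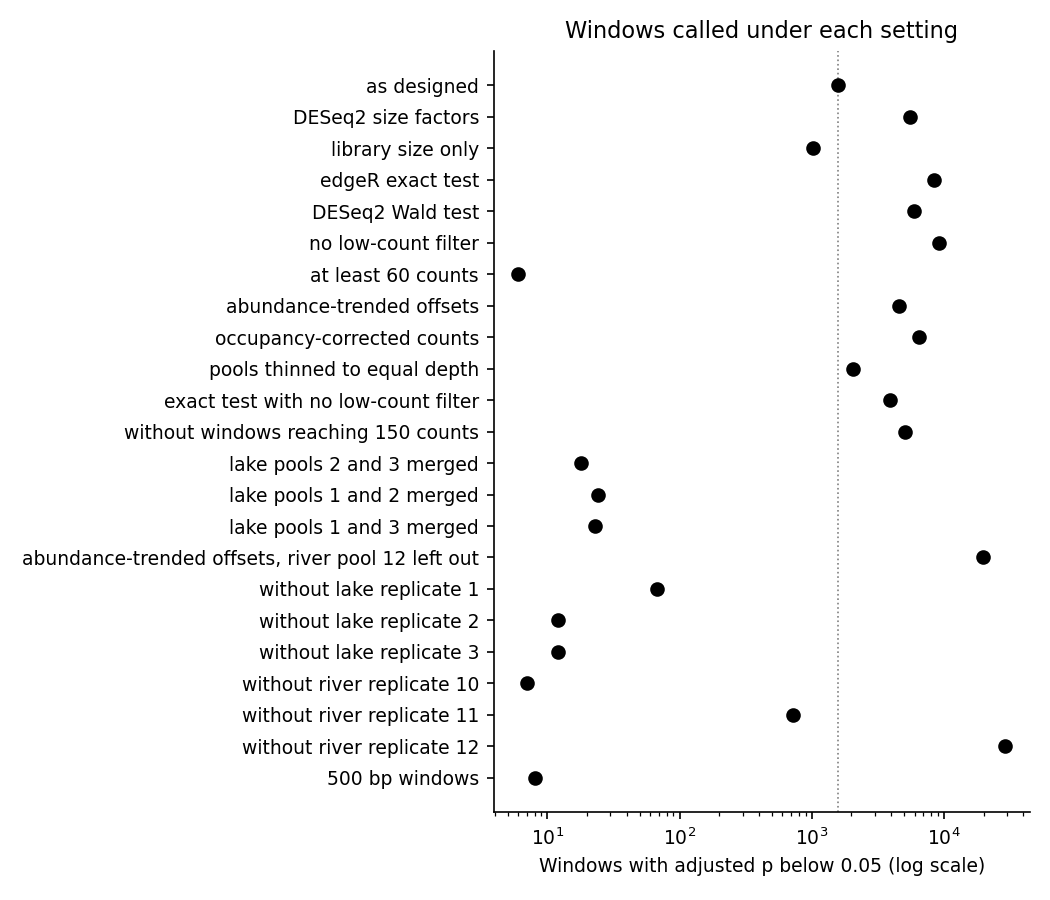
Number of windows with an adjusted p under 0.05 under each setting (horizontal axis, log scale), 1 point per setting, with the dotted line at the 1593 windows of the fit as designed. The numbers run from 6 windows with a minimum of 60 counts to 29191 windows without river replicate 12.

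The 53 windows formed 42 regions, of which 8 had at least 2 such windows and the longest run had 3. Region length had a median of 400 bp, with a range of 100 to 1200 bp. In all 42 regions the CPM of the lowest-p window did not overlap between sites. There were 33 regions higher in river and 9 higher in lake, a share of 78.6% (95% interval 63.2% to 89.7%, exact binomial p of 0.000272, given as a description since neighbouring windows share reads). With lake pools 2 and 3 merged there were 12 regions, 11 of them higher in river. The share higher in river fell to 43.5% with the edgeR exact test.

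The region with the lowest p among those higher in river lay at 33289301 to 33289500. In its window starting at 33289301 the lake pools 1, 2 and 3 had 0, 1 and 0 counts, and the river pools 10, 11 and 12 had 62, 31 and 85. This was 0.0525 ± 0.0743 CPM (counts scaled to a common total of 1 M) in the lake (SD, n = 2) and 20.6 ± 4.06 in the river (SD, n = 3). The ratio of summed counts, scaled for depth, was 298, with a 95% counting interval of 52.7 to 11819 that rests on 1 lake count. The edgeR quasi-likelihood test gave a Benjamini-Hochberg adjusted p of 3.61e-09. The next region, at 73236101 to 73236400, had 3 windows with p under 1e-05, the most of any region, as did the regions starting at 3631101 and 4760301. Its window starting at 73236201 had no count in any lake pool and 68, 30 and 99 counts in the river pools, or 22.3 ± 5.50 CPM (SD, n = 3). Against a floor of 3 counts over the lake pools this was about 110-fold higher in river (edgeR adjusted p of 4.23e-09). The lower 95% counting limit of the ratio was 88.4. No lake pool had a count anywhere in this stretch of 400 bp.

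Among regions higher in lake, the lowest p was found at 12021801 to 12022900. Its window starting at 12021901 had 24, 37 and 37 counts in the lake pools and 1, 2 and 6 in the river pools, or 6.52 ± 1.06 CPM (SD, n = 2) against 0.965 ± 0.507 (SD, n = 3). The log2 fold change was -2.67 with a standard error of 0.42 (edgeR adjusted p of 0.0129, and 0.0491 with lake pools 2 and 3 merged). The other region lay at 54490701 to 54491200. Its window starting at 54490901 had 41, 57 and 69 counts in the lake pools and 4, 6 and 20 in the river pools, or 11.1 ± 1.72 CPM (SD, n = 2) against 3.18 ± 1.51 (SD, n = 3). Its log2 fold change was -1.74 with a standard error of 0.30 (edgeR adjusted p of 0.0226). Its adjusted p was 0.109 with lake pools 2 and 3 merged, 0.0564 with pools 1 and 2 merged and 0.0534 with pools 1 and 3 merged, but it was 0.0470 without lake pool 1. Over all its alternatives it ran from 7.58e-08 to 0.260.

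**Figure D4:**
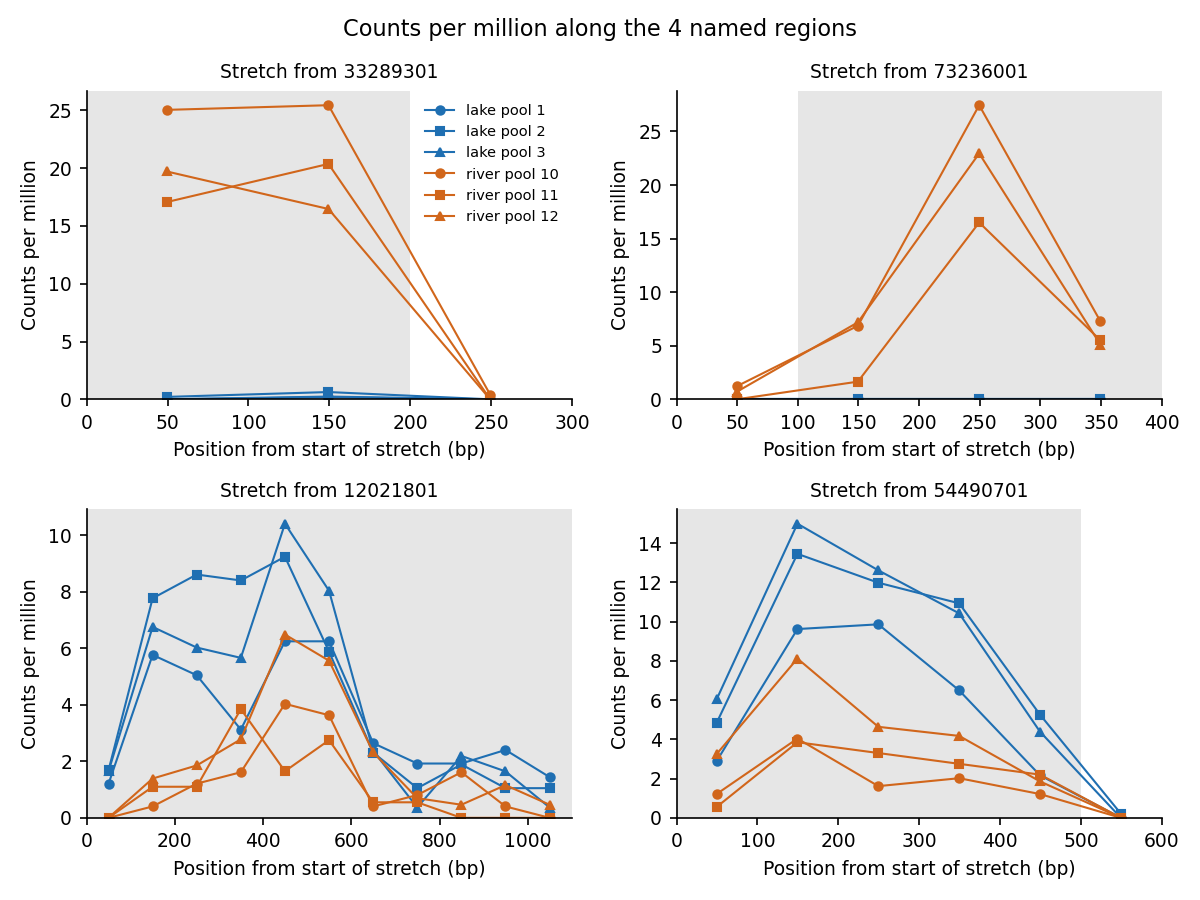
CPM (vertical axis) in each 100 bp window along the stretches that hold the 4 named regions, against the position from the start of the stretch in bp, 1 line per pool, lake in blue and river in orange, with the region shaded. In the 2 upper panels the lake pools stay at or near 0, and in the lower panels the lake pools lie above the river pools in the window tested.

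Per covered stretch, which stands in for a contig, the edgeR quasi-likelihood test called 3 of 37710 stretches at an adjusted p under 0.05, all higher in river. At an unadjusted p under 0.05 there were 9127 stretches, and the edgeR exact test called 3630 at an adjusted p under 0.05. The lowest p higher in river was at 33289301 to 33289600, with 1, 4 and 1 counts in the lake pools and 126, 68 and 156 in the river pools, and a log2 fold change of 6.50 with a standard error of 0.43 (edgeR adjusted p of 4.43e-06). The other called stretches, named after their values were seen, were that of the region above, at 73236001 to 73236400 (edgeR adjusted p of 1.47e-05), and one at 42442601 to 42442900, with 2, 1 and 1 counts in the lake pools and 30, 19 and 33 in the river pools (edgeR adjusted p of 0.00156). The lowest p higher in lake was at 27621601 to 27622100, with 79, 95 and 105 counts in the lake pools and 10, 8 and 28 in the river pools. Its log2 fold change was -1.92 with a standard error of 0.30, and its edgeR adjusted p of 0.0562 did not pass the threshold.

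The authors' deposited table was compared with these fits. A p under 1e-05 was listed in the authors' deposited table for 350 windows, 139 higher in river and 211 higher in lake. Of these, 53 also had a p under 1e-05 in the quasi-likelihood test, and 343 had an adjusted p under 0.05. The 53 were all of the windows under 1e-05 in the quasi-likelihood test. The edgeR exact test with TMM scaling and no low-count filter put the same 350 windows under 1e-05. Its log2 fold changes differed from those in the authors' deposited table by at most 0.00056. Building regions from the p-values in the authors' deposited table gave 288 regions, 51 with at least 2 windows, and 104 of the 288 were higher in river.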

Values the study reported

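The study reported 288 differentially methylated regions between this lake and this river site at its p-value threshold of 1e-05, of which 51 had 2 or more significant windows. At the looser threshold it gave 2770 regions for the same comparison. It stated that only 25% of the sequenced DNA aligned to the reference.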

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

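The alternatives with trended offsets, occupancy correction, thinning (for windows and stretches), the exact test without a filter, windows under 150 counts, merged lake pools (each pair) and trended offsets without river pool 12 were chosen after seeing the data. No paired analysis was possible because the pools of the 2 sites share no numbers. Fits corrected for CpG content were not run, since CpG counts were not used here.

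The counts of calls depended on most choices. They are given in the order of windows at an adjusted p under 0.05, windows at p under 1e-05, regions and stretches, against 1593, 53, 42 and 3 as designed. DESeq2 size factors gave 5538, 98, 77 and 13. Library size alone gave 1014 windows at the adjusted threshold, with its other counts within 1.5 times. The edgeR exact test gave 8381, 334, 276 and 3630. The DESeq2 Wald test gave 5909 windows at the adjusted threshold (5688 higher in river and 221 higher in lake), 27 regions and 3218 stretches. Adjusted over everything tested, without its independent filter, it gave 60 windows and 2058 stretches. Without a low-count filter there were 9192, 831, 596 and 2891. A minimum of 60 counts gave 6, 8 and 7, although 1376 of the 1593 windows were still tested. Summing to 500 bp gave 8 and 9 windows.

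Abundance-trended offsets gave 4548, 194, 143 and 245, and 1554 of the 1593 windows kept their call. Occupancy correction gave 6505, 138, 81 and 43. Thinning gave 8 stretches, with the other counts within 1.5 times, but only 932 of the 1593 windows (1579 tested) and 20 of the 53 kept their call. With library size alone 822 of the 1593 kept it, and with the DESeq2 Wald test 864. The exact test without a filter gave 3919, 350, 288 and 3083. Without windows that reached 150 counts there were 5093, 107, 85 and 16. Merging lake pools 2 and 3 left 18, 18 and 12, merging pools 1 and 2 left 24, 28 and 21, and merging pools 1 and 3 left 23, 26 and 19. Regions at p under 0.001 numbered 1905, at 1e-07 they numbered 6, and there were 288 from the authors' deposited table. Apart from the region thresholds and the table the regions were built from, the cause was not tested.

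These counts moved when single pools were left out. A fall in called windows cannot be told apart from the loss of a replicate. Merging pairs of lake pools, which drops no counts, left only 18 (pools 2 and 3), 24 (pools 1 and 2) and 23 (pools 1 and 3). Leaving out 1 pool at a time gave from 7 to 29191 windows at the adjusted threshold, 11 to 8322 at p under 1e-05, 7 to 4187 regions and 2 to 10905 stretches. The number of called windows was 68 without lake pool 1, 12 without lake pool 2, 12 without lake pool 3, 7 without river pool 10, 728 without river pool 11 and 29191 without river pool 12. With trended offsets and river pool 12 left out the counts were 19623, 5555, 3180 and 9022, so that the trend was not the whole reason for the rise. The spread between lake pools ranged from 1.00% to 8.95% (lowest without pool 1) and that between river pools from 9.32% to 32.5% (lowest without pool 12).

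The share of regions higher in river reversed to 43.5% with the exact test and to 36.1% with the exact test without a filter, and fell to 56.7% with library size alone, where it no longer differed from equal shares (exact binomial p of 0.585). It kept its direction and its side of the threshold under the other 20 alternatives. The authors' windows of p under 1e-05 that were also under it here rose from 53 to 307 with the exact test, and to 350 without a filter as well.

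Both named windows higher in river kept their call under all 21 alternatives, with adjusted p of 5.53e-47 to 1.68e-05 at 33289301 and of 2.55e-53 to 3.68e-05 at 73236201. The window at 12021901 lost its call under 4 of 20 alternatives (adjusted p of 1.52e-06 to 0.220) and that at 54490901 under 7 (7.58e-08 to 0.260), among them all 3 mergers of lake pools. The DESeq2 Wald test is not among these 20, because its independent filter gave neither window an adjusted p. Adjusted over all windows they had 0.0529 and 0.0669, so that neither passed. Both lost it with a minimum of 60 counts and without lake pool 2, lake pool 3 or river pool 10. The stretch at 33289301 kept its call under all 21 alternatives, and that at 27621601 passed the threshold under 12 of 21 (adjusted p of 5.14e-06 to 0.338). The differences between sites in similarity and in empty windows kept their sign under 10 and 7 alternatives, but the latter moved from 2.62 percentage points to 1.39 without river pool 11 and 3.80 without river pool 12, and no p in these designs can pass 0.05. The median region length of 400 bp was 100 bp without edge extension and 300 bp at p under 0.001. Depth limited what low windows could show, as the median count of non-empty windows was 3 in river pool 11.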

Other observations

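The tests of chance over splits for windows and regions, of library depth, of reads kept once, of stretches with lake-empty windows, of lake pools 2 and 3, of the trend for river pool 12 and of a mixed sample were chosen after the results were seen. The other tests below were fixed before their results were seen.

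The number of regions here was 42. That is lower than the value quoted above for the same threshold. The p-values of the authors' deposited table gave as many regions as quoted at p under 1e-05, and 2758 regions at p under 0.001, slightly fewer than quoted for the looser threshold.

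Splits of the pools could not exclude chance for the counts of called windows, windows at p under 1e-05, regions and stretches, since with 10 splits the share cannot fall under 0.1. In each case 1 of the 10 splits of the 6 pools, the real one, gave as many. The edgeR quasi-likelihood test gave a count of 0 for all 4 in each of the 9 other splits, with 1352 to 21550 windows and 323 to 7073 stretches at an unadjusted p under 0.05, and no other tool was run on them. The limit on the share lies in the number of splits and says nothing against the adjusted p of single windows and stretches.

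In every pool the largest count per window was 300. If reads with the same start and strand were kept once, the limit would be 2 strands times the start positions whose reads overlap a window. The number of counts per read gives 300.3 for that product, on average over the pools, although depth differed. This is consistent with duplicate removal before counting, and it means that the deepest windows may be compressed in deep pools. No biological explanation of the limit was tested.

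Fold changes changed with the count of the window, falling up to 120 summed counts and rising above that, and a candidate explanation is the depth that remained after duplicate removal. The share of counts in windows above 480 counts had an r of -0.998 with total count, over pools of both sites, and lake pool 1 and river pool 12, of nearly equal depth, hardly differed in it. Correcting each count for occupied positions kept 62.8% of the range of that share. That correction assumes that reads start equally often at all positions, so it does not decide how much the limit of 300 contributed, which stays open. The efficiency of the precipitation, which was not tested, also stays open, as does a difference between the sites, since 2 of the 3 river pools were the shallowest.

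The trend did not by itself account for the called windows. With it removed per pool, 1286 of the 1325 called windows up to 480 counts kept their call and direction, as did 268 of the 268 above 480. What remains open is a technical difference of single pools and a difference between the sites. Merging lake pools 2 and 3 left 18 windows, but merging pools 1 and 2 left 24 and merging pools 1 and 3 left 23, so that the fall does not show an effect of the agreement of lake pools 2 and 3.

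Lake pools 2 and 3 may be 1 library deposited under 2 names, as their chi-square of 0.805 per window lies under 1 and those of the other lake pairs lie above it. With the trend with window count removed from each pair and windows of few counts added, this contrast shrank. All 3 lake pairs were then under 1 (0.796 for pools 2 and 3, 0.974 for pools 1 and 2 and 0.932 for pools 1 and 3). Which of the 2 changes shrank it was not tested. Their totals and their shares in dense windows differ, so the columns are not copies. Keeping reads once also lowers the scatter of dense windows, where all 3 lake pairs were under 1 (0.416 for pools 2 and 3, 0.650 and 0.694 for the others). In sparse windows of 31 to 60 summed counts it was 0.882 for pools 2 and 3, 0.997 for pools 1 and 2 and 0.953 for pools 1 and 3. Neither explanation was excluded, and reads shared between libraries, which were not tested, stay open too.

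River pool 12 was closer to lake pool 1 than to the other river pools over all windows, though not in windows of 31 to 60 counts at the unequal depths of the pools. For this, 3 explanations were weighed. The distance to river pools 10 and 11 grew with window count, as the trend predicts, but the trend was argued against as the whole cause. With the trend removed from each pair and the pools thinned to equal depth, the chi-square per window of river pool 12 was 1.34 with river pool 10 and 1.07 with lake pool 1, a difference of 0.275 (95% bootstrap interval over stretches 0.258 to 0.292). With lake pools 2 and 3 it was 1.28 and 1.19. In windows of 31 to 120 counts it was 1.31 with river pool 10 and 1.10, 1.39 and 1.27 with lake pools 1, 2 and 3, and without thinning 1.21 against 1.17, 1.60 and 1.47, so that there it was not nearer to every lake pool. Over all windows without thinning, river pool 12 was still nearer to lake pool 1 (1.12) than to river pool 10 (1.46), but not nearer to lake pool 2 (1.52). How much the trend adds stays open. A wrong label was argued against by the 11 windows that were empty in all lake pools and held at least 10 counts in river pools 10 and 11, since all 11 held counts in river pool 12. A mix with lake DNA was argued against as well. In the 5555 windows with p under 1e-05 in the trended fit without river pool 12, this pool lay at a median of 0.258 of the way from the lake mean to the other river pools (quartiles 0.154 and 0.401), with 0.251 for windows higher in river and 0.278 for those higher in lake. In the 11 windows that were empty in the lake, however, its CPM were 0.852 times those of the other river pools (95% counting interval 0.715 to 1.01), where a mix would give the lower value. Both sets of windows were chosen without river pool 12, which lowers its place in both, and the 11 windows lie in 6 stretches. River pool 12 may therefore share the differences that are all or nothing between sites and little of the graded ones, a hypothesis that these tests raised and did not test. A technical difference of river pools 10 and 11 other than the trend, and a biological difference between river pools, stay open.

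There were 15 windows with no count in the lake pools and at least 15 in the river pools, in 9 stretches. This number was not the largest, as at the same cut 41 windows were empty in the river pools and 21 in lake pool 1 with river pools 10 and 11. Both of those sets are shallower than the lake pools, however, and a shallower set misses more windows. The set of lake pools 2 and 3 with river pool 12, of nearly the depth of the lake pools, gave 0. The comparison therefore does not decide whether the number is large. With at least 50 counts there were 3 windows empty in lake, all in the stretch at 73236001, and none for any other set of 3 pools. The window at 73236201 had an edgeR adjusted p of 4.23e-09 and kept its call under all 21 alternatives. DNA of another organism in the river pools was argued against for 5 of the 9 stretches, which held at least 15 lake counts elsewhere. At 3631001, for example, 3 windows held 0 lake and 108 river counts, while the rest of the stretch held 911 lake counts. Of the other 4 stretches, that at 52084601 held 2 lake counts elsewhere against 36 river counts, and those at 6925101, 13778701 and 73236001 held no lake count. For these 4, DNA of another organism, a sequence or copy that lake snails lack and a difference in methylation cannot be told apart. For the 5 stretches, a local sequence difference between the lake and river snails, which would stop reads from mapping, and a local difference in methylation stay open as untested. The stretches at 3631001 and at other positions outside the rule for named regions were chosen after their values were seen.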
